A study of Mus musculus with 30 samples. Its data were reported in "Chromatin Modifications as Determinants of Muscle Stem Cell Quiescence and Chronological Aging" (2013).

How the data were processed

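RNA of sorted mouse muscle satellite cells was hybridised to 30 Affymetrix Mouse Gene 1.0 ST arrays. Per the labels, total RNA was extracted with Trizol and 100 ng of it went into biotinylated single-stranded cDNA. Cells were taken from uninjured limb muscle (quiescent satellite cells, QSCs) or 36, 60 or 84 h after injury with barium chloride (activated satellite cells, ASCs). They were sorted in either of 2 ways. In wild-type C57BL/6 mice, cells positive for the surface protein VCAM and negative for CD31, CD45 and Sca1 were collected. In mice carrying a tamoxifen-inducible Cre at Pax7 and a YFP reporter at ROSA26, YFP-positive cells were collected. Young mice were 2 to 3 months old and old mice 22 to 24 months old. The labels give 10 groups with 3 arrays each and do not say whether the 3 arrays of a group come from separate animals.

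The deposited values are log2 intensities that the authors made from the scanned arrays with Affymetrix Expression Console and RMA, which corrects for background, quantile-normalizes and summarises the probes of each probe set. Versions of both are not given in the sources used here. The table holds 35556 probe sets with values from 2.99 to 15.11, and the array medians lie between 7.03 and 7.16, so no further scaling was applied.

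Probe sets were joined to gene symbols through the platform annotation. Of them 21789 carried exactly 1 symbol, 1621 carried several and 12146 carried none. For 21698 of those with 1 symbol the Entrez ID matched a gene in the reference annotation (GRCm38.p6), which was used for names and for membership of chromosomes X and Y. Probe sets with several symbols were left out of the tests because their signal cannot be given to a single gene. For the 999 genes with more than 1 probe set, the brightest over all arrays was used. This left 19938 genes. No gene was removed for a low value.

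Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, statmod 1.5.0) to all 30 arrays, with a mean for each of the 10 groups and 20 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, two-sided. The adjusted p values below come from this model, separately for each of 16 planned comparisons. The comparisons were each time point against QSCs in both sorts, successive time points in VCAM cells, VCAM against YFP cells at each time, old against young QSCs and 60 h ASCs, 60 h against QSCs in old mice, and the difference between the response of old and young cells. In 15 of the 16 comparisons every gene with a fold of at least 1.5 also passed the adjusted p, so the fold threshold sets those counts. The fold threshold was set after the range of changes with age in the supplement of the study had been seen. From the same model, QSC-high genes were those called lower than in QSCs at 36, 60 and 84 h, ASC36-high genes those called higher at 36 h than in the other groups, and ASC60/84-high genes those called higher at both 60 and 84 h than in QSCs and at 36 h.

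A total of 34 gene lists were written before the data were examined, as were the comparisons, the rule for named genes and most of the alternatives. The lists cover satellite cell markers, quiescence regulators named by the study, Notch, immediate early, replication, mitosis, histone, H3K27, myogenic, contractile, Hox, chemokine, interferon, matrix, respiratory, ribosomal and signalling genes, markers of 9 other cell types and 4 sex-linked genes. The quiescence regulators and the lists of Hox genes and bivalent transcription factors were chosen by the study, the first of them on these arrays. Each list was tested with camera at a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. Members were counted over all genes tested and adjusted over the list alone. Both counts were equal for every list in each of the 16 comparisons, so a single count is given below. Genes named in the text are the largest called rises and falls of a comparison without overlap between arrays, the genes the study names, up to 4 members of a list with the largest change, the leading genes of each time class, and sex-linked genes. Exceptions are named as chosen after their values were seen.

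The fit was tested on simulated data with the spread of these arrays. At folds of 1.2, 1.5, 2 and 4, with 50 changed genes each, 0, 22, 50 and 50 were called, and 0 of 19738 unchanged genes were called. By the adjusted p alone, 19, 45, 50 and 50 changed genes passed, and 9 unchanged genes. Because the simulated spread is that of these arrays, the result does not address differences between animals or batches. Replicate numbers were checked as pairs across groups. Of 135 pairs of arrays with the same number, 27 correlated above 0.1 after removal of group means, and the mean correlation was 0.035 against -0.018 for other numbers, so no pairing was used.

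Alternatives were other scalings, a filter on dim genes, averaged probe sets, other variance settings, array weights, other fold thresholds, a replicate block, each array left out in turn, and other list tests. Added after the data were seen were histone probe sets with several genes, fits without X and Y genes, without YFP arrays or without genes of other cell types, a QSC-high class without the 84 h arrays, and young YFP arrays in place of young VCAM arrays in the comparisons of age. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15 with pandas 2.3.3. Chromatin data of the study were not analysed here. The number of arrays limits the precision, and p values measure only the spread between the arrays of a group, which may be technical.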

Results

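RNA levels were measured in satellite cells, the stem cells of skeletal muscle, at rest and after injury. The 30 arrays form 10 groups of 3. Young VCAM-sorted cells and young YFP-sorted cells were each taken as quiescent cells (QSCs) and as activated cells (ASCs) at 36, 60 and 84 h after injury. Old VCAM-sorted cells were taken as QSCs and at 60 h. The array medians lay between 7.03 and 7.16 on the log2 scale. Within groups the arrays correlated at 0.996 to 0.9983 across genes, which are not independent replicates. The pooled SD of a gene within groups had a median of 0.10 and reached 0.38 at most. The first principal component held 69.4% of the variance and the second 11.6%.

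**Figure D1:**
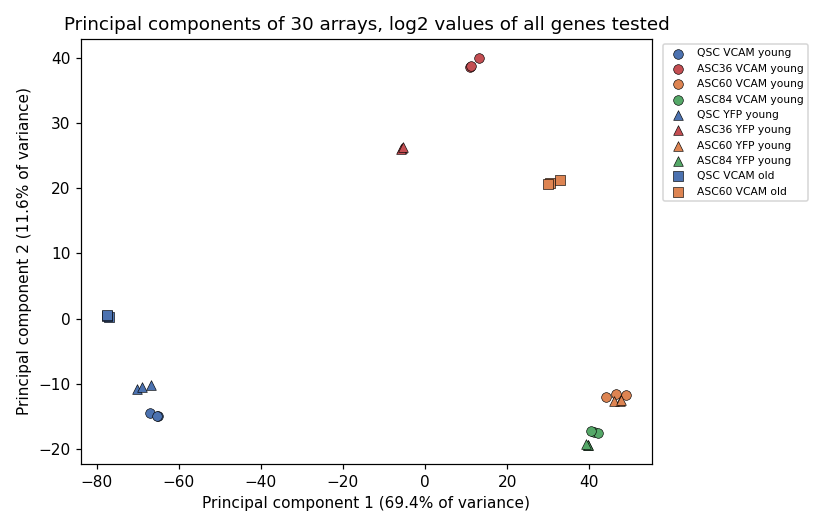
Each point is an array placed by principal components 1 and 2 (69.4% and 11.6% of the variance) of the log2 values of all genes, with colour for the time after injury and marker for sort and age. The 3 arrays of each of the 10 groups lie close together.

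The comparison of 36 h ASCs with QSCs from young VCAM-sorted cells asked what changes when cells first leave quiescence. Of 19938 genes, 2641 rose and 1937 fell. Without a fold threshold the split was 5587 and 5572. Markers of quiescent cells were among the largest falls. Pax7, the transcription factor that marks satellite cells (probe set 10517715, Entrez 18509), fell from 11.68 ± 0.07 (SD, n = 3) to 8.95 ± 0.11 (SD, n = 3), a log2 change of -2.72 with a standard error of 0.06 and an adjusted p of 1.7e-22. Calcr, which encodes the calcitonin receptor (probe set 10542929, Entrez 12311), fell from 12.03 ± 0.04 to 8.46 ± 0.06, a log2 change of -3.56 with an adjusted p of 2.2e-22. The largest fall was that of the secreted BMP antagonist Chrdl2, by 4.31, followed by Ptprz1 and Clmn. Of 21 satellite cell and quiescence markers 13 fell, Calcr, Meg3, Chodl and Pax7 by most, 2 rose and 6 were not called (camera adjusted p = 3.5e-08). Of 11 quiescence regulators that the study names, 10 fell, a result that is not independent evidence because the study chose them on these arrays (adjusted p = 6.4e-10). Cd34, with a log2 change of -0.32, was not called.

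Notch signalling keeps satellite cells quiescent, and 12 of 18 genes of the pathway fell at 36 h, with the effectors Heyl, Hes1 and Hey1 and the regulator Dtx4 furthest (adjusted p = 5.6e-07). Heyl (probe set 10507840, Entrez 56198) fell from 10.82 ± 0.11 to 7.85 ± 0.03 (SD, n = 3). Immediate early and heat shock genes were lower too. Of 27, 21 fell, including Btg2, Ier2, Fos and Dnajb1, and 2 rose (adjusted p = 8.8e-12). The study digested the muscle with enzymes and sorted the cells before RNA was extracted. The values of these genes therefore describe cells after isolation, and their levels within muscle were not measured. Among 11 myogenic transcription factors 5 fell, Pax7, Msc, Myf5 and Pax3 by most, with an adjusted p of 0.0012 (adjusted p = 0.074 with an estimated correlation). Myod1 had a log2 change of -0.41 and Myog of 0.52, and neither was called. Of 31 genes of FGF, JAK-STAT and TGF-beta signalling 11 fell, Spry1, Fgfr4 and Bmp4 among them, and 3 rose (adjusted p = 0.0016, adjusted p = 0.17 with an estimated correlation).

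Genes of the cell cycle moved the opposite way. All 33 DNA replication genes rose, with Uhrf1, Rrm2, Mcm3 and Prim1 in front (median log2 change 2.18, adjusted p = 7.7e-23). All 31 mitosis genes rose (median 2.94, adjusted p = 3e-23). The spindle checkpoint kinase Bub1 rose from 5.46 ± 0.06 to 10.04 ± 0.06 (SD, n = 3). Of 6 inhibitors of cyclin-dependent kinases, Cdkn1b alone was called and fell by 0.91. Replication-dependent histone genes are transcribed in S phase, and 13 of 27 rose while 1 fell, H1f5 and H2ac4 by most (adjusted p = 8.4e-06). Of 8 histone variants 4 rose and 1 fell, without a call for the list (adjusted p = 0.48). Of 28 ribosome biogenesis genes 18 rose, Wdr12, Dkc1, Nhp2 and Ebna1bp2 first (adjusted p = 8.8e-12). Of 53 ribosomal protein genes 7 fell, led by Rpl26, with an adjusted p of 0.0014 (adjusted p = 0.34 with an estimated correlation). Oxidative phosphorylation genes rose in 30 of 80 cases and fell in 1, with Ndufa9 and Uqcrc1 highest (adjusted p = 1e-07, adjusted p = 0.073 with an estimated correlation).

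Inflammatory genes and markers of other cell types were among the largest rises at 36 h, although the sort excluded cells with CD31, CD45 or Sca1. All 24 monocyte and macrophage markers rose (median 3.23, adjusted p = 8.4e-20). Clec4e, a receptor of myeloid cells, rose from 4.99 ± 0.20 to 10.78 ± 0.08 (SD, n = 3), and the lysozyme gene Lyz2 from 7.08 ± 0.26 to 11.84 ± 0.04. Of 27 chemokine and inflammatory genes 19 rose and 2 fell, Ccl3, Cxcl5, Ccl9 and Il33 by most (adjusted p = 3.4e-09). Of 7 tenocyte markers 6 rose, led by Thbs4 and Comp (adjusted p = 8.2e-07). Fibroblast markers rose in 8 of 14 cases, Lum and Pdgfra first, with an adjusted p of 0.0051 (adjusted p = 0.054 with an estimated correlation). Extracellular matrix genes rose in 16 of 28 cases and fell in 3, with Timp1, Lum, Tnc and Lox highest (adjusted p = 3.9e-05, adjusted p = 0.17 with an estimated correlation). Pericyte and smooth muscle markers went down, 8 of 13, with Notch3, Kcnj8, Abcc9 and Rgs5 lowest (adjusted p = 3.9e-05). Of 14 endothelial markers 3 fell, Tek by most, and 1 rose (adjusted p = 0.16). Of 13 neutrophil markers 3 rose, Mmp9, Ngp and Mmp8 (adjusted p = 0.18). Of 8 Schwann cell markers Kcna1 and Mbp fell (adjusted p = 0.048, adjusted p = 0.073 with an estimated correlation). None of 12 lymphocyte markers and none of 3 erythroid markers reached the fold threshold in this or any other of the 16 comparisons. At 36 h Cd79a, at -0.29, and Alas2, at -0.27, lay furthest from 0 (adjusted p of the lists 0.6 and 0.65). Of 4 sex-linked genes Uty and Eif2s3y fell (adjusted p = 0.1).

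Among 13 genes for enzymes of H3K27 methylation, a mark of silenced promoters, the methyltransferase gene Ezh2 rose by 0.94 and Ezh1, Kdm6b and Phf1 were among the 4 that fell (adjusted p = 0.73). Hox and other developmental genes often carry that mark together with H3K4 methylation. Of the 7 central Hoxa genes 5 fell, Hoxa5 and Hoxa3 furthest (adjusted p = 0.0016). Of 21 bivalent Hox genes named by the study 1 rose, Hoxd10, and 1 fell, Hoxc10 (adjusted p = 0.48). Of 211 other bivalent transcription factor genes 13 rose, with E2f8 first, and 14 fell (adjusted p = 0.11). Of 19 interferon response genes 5 fell, Stat2 and Mx2 by most, and 2 rose (adjusted p = 0.48). Of 7 MHC class I genes H2-Q4 fell and the others were not called (adjusted p = 0.89). Of 20 embryonic and cardiac contractile genes 4 rose, Tnnt2 and Ttn first, and 2 fell (adjusted p = 0.6). Of 22 adult myofiber genes 5 fell, Casq2 and Pygm furthest, and 2 rose, with Eno3 highest (adjusted p = 0.28). For every list of the 16 comparisons the members called over all genes were as many as those called when adjusted over the list alone.

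**Figure D2:**
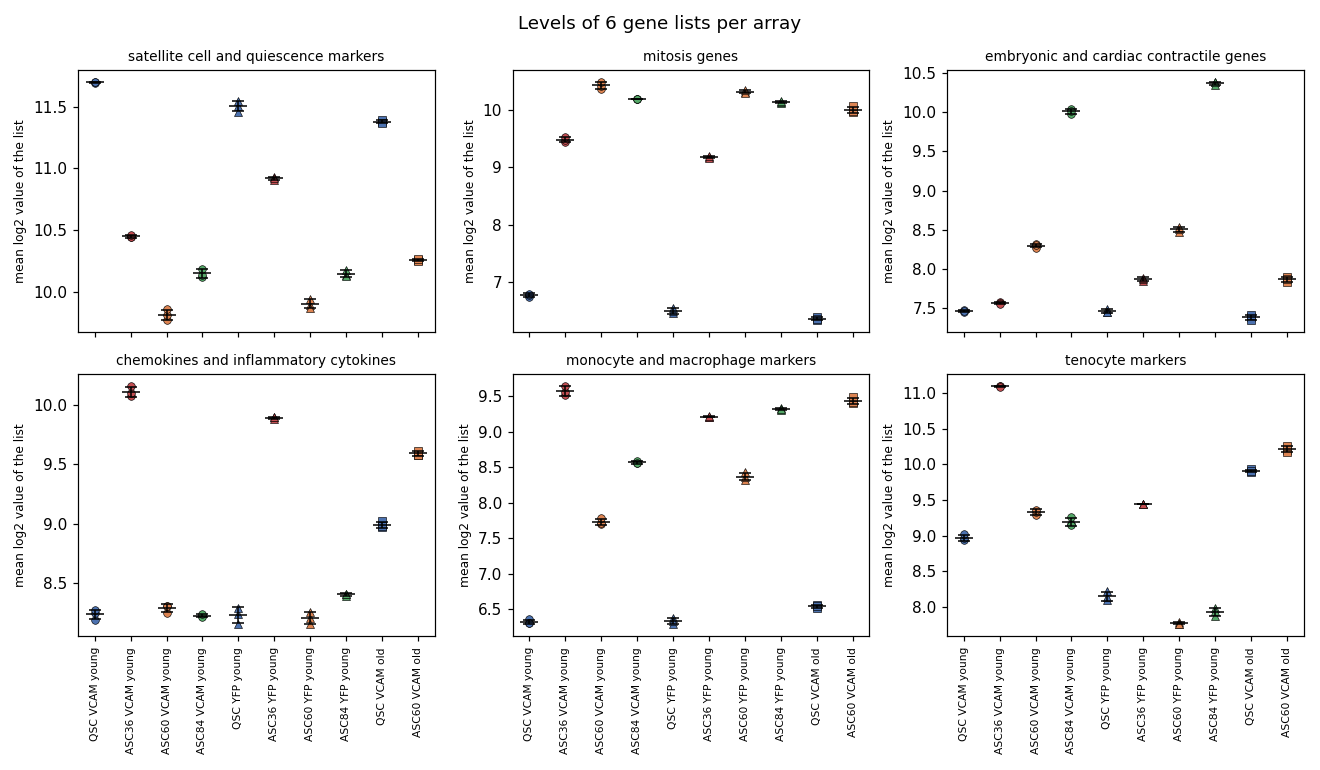
Points give the mean log2 value of 6 gene lists in each array, by group. Mitosis genes lie higher in every injured group than in QSCs, with a median change of 2.94 at 36 h in young VCAM cells.

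Cells at 60 and 84 h were compared with the same QSCs to follow the amplifying phase. At 60 h 3312 genes rose and 2519 fell, and at 84 h 3262 rose and 2232 fell. Without a fold threshold the splits were 5864 and 6046 at 60 h, and 6061 and 6057 at 84 h. Quiescence genes were lower than in QSCs at both times. Chrdl2 fell by 5.56 at 60 h, and Chodl, a membrane lectin of satellite cells, fell from 13.02 ± 0.03 to 7.64 ± 0.14 (SD, n = 3). Calcr fell by 5.13, a 35-fold change. All 11 quiescence regulators fell at both times, and so did 15 of 21 satellite cell markers. Bub1 had the largest log2 rise at 60 h, from 5.46 ± 0.06 to 10.96 ± 0.02 (SD, n = 3), followed by Shcbp1 and Anln. For levels under 6 in QSCs, such as those of Bub1 and Clec4e, the size of a rise rests on a value near the low end of the arrays. All 33 replication genes and all 31 mitosis genes rose at both times. Immediate early and heat shock genes fell in 24 of 27 cases at 60 h and 23 at 84 h, Btg2 and Nr4a3 in front. Of 31 FGF, JAK-STAT and TGF-beta genes 20 fell at 60 h, Bmp4 and Spry1 by most (adjusted p = 9.8e-10).

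Genes of chromatin and of the differentiating muscle fibre changed at these times. The H3K27 methyltransferase gene Ezh2 (probe set 10544501, Entrez 14056) rose from 9.83 ± 0.06 to 11.40 ± 0.04 (SD, n = 3) at 60 h, with an adjusted p of 3.8e-22. The demethylase gene Kdm6b (probe set 10387372, Entrez 216850) fell from 11.64 ± 0.06 to 9.91 ± 0.12 (SD, n = 3), with an adjusted p of 1.2e-20. Replication-dependent histone genes rose in 18 of 27 cases at 60 h and fell in 2, H1f5 and H2ac4 highest (adjusted p = 2.5e-07). Oxidative phosphorylation genes rose in 54 of 80 cases at 60 h, Uqcrc1 and Sdhd first, and in 56 at 84 h. Myog, the transcription factor of differentiation (probe set 10349993, Entrez 17928), rose from 7.75 ± 0.13 to 9.11 ± 0.09 at 60 h and to 11.60 ± 0.04 at 84 h (SD, n = 3). The embryonic myosin gene Myh3 rose from 6.04 ± 0.09 to 11.08 ± 0.02 at 84 h. Embryonic contractile genes rose in 10 of 20 cases at 60 h and in 18 at 84 h, with Ttn and Myh3 leading at 84 h. Myod1, at -0.12 and -0.05, was not called at either time. Cdkn1c, an inhibitor of the cell cycle, rose by 2.31 at 84 h.

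Markers of other cell types moved unevenly between these times, in cells sorted against CD31, CD45 and Sca1. Macrophage markers were above QSCs in 21 of 24 cases at 60 h and in 24 at 84 h. Lyz2 was higher by 2.92 at 60 h and by 4.17 at 84 h. Endothelial markers fell in 13 of 14 cases at 60 h, Tek, Emcn, Cdh5 and Kdr furthest (adjusted p = 5.3e-09). Pericyte markers fell in 12 of 13 cases, Rgs5 and Abcc9 by most (adjusted p = 2.2e-09). Interferon response genes fell in 11 of 19 cases at 60 h, with Ifih1 and Mx2 lowest (adjusted p = 0.0001). Of 27 chemokine genes 9 rose and 9 fell at 60 h (adjusted p = 0.61). The median of ribosomal protein genes at 60 h was 0.01 and changed sign under quantile normalization.

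The step from 36 to 60 h in young VCAM cells asked what separates early from amplifying cells. It had 1249 rises and 1692 falls. Centring each array on its median moved the median of all genes from 0.002 to 0.113. It turned the majority, with 1992 rises and 1384 falls, as did leaving out the fold threshold. Falls stayed in the majority with quantile normalization (987 and 1762) and with a fold of 2 (214 and 864), so the balance depended on the setting. The chemokine gene Cxcl13 fell furthest, from 10.41 ± 0.07 to 6.05 ± 0.20 (SD, n = 3). Angptl7 fell by 4.09 and the metalloprotease gene Mmp3 by 3.82. Chemokine and inflammatory genes fell in 23 of 27 cases and rose in 0, Il6, Cxcl5, Cxcl3 and Cxcl14 by most (adjusted p = 7e-24). All 24 macrophage markers fell (adjusted p = 6.9e-21), as did all 14 endothelial markers (adjusted p = 5.5e-14). Matrix genes fell in 26 of 28 cases, Lum, Lox, Thbs2 and Lama4 furthest (adjusted p = 7e-24). Immediate early genes fell in 20 of 27 cases, with Nr4a3 and Nr4a1 lowest (adjusted p = 1.2e-20). The largest rises were Dynap by 3.18, the sarcomere gene Ttn by 3.07, the ATPase subunit gene Atp1b1 by 2.34 and the glycolytic gene Eno3 by 2.11. Mitosis genes rose in 30 of 31 cases, Cenpe and Plk1 first (adjusted p = 2.4e-16).

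Between 60 and 84 h, times whose profiles the study describes as alike, 642 genes rose and 146 fell. The split was 504 and 277 with arrays centred on their medians, and 630 and 129 with quantile normalization. Without a fold threshold it was 2920 and 2668. The correlation of the 2 group means across genes was 0.9915. Contractile genes were among the largest rises. Myh3 rose 9.42-fold, and Klhl41, Hpgd, Casq2 and Tnni1 followed. Embryonic contractile genes rose in 18 of 20 cases (adjusted p = 5.8e-36) and adult myofiber genes in 12 of 22 (adjusted p = 2e-18). Myog rose 5.64-fold and the Notch effector Heyl by 1.42. Satellite cell markers rose in 6 of 21 cases and fell in 1, Cdh15 and Fgfr4 first (adjusted p = 8.6e-07). Interferon response genes rose in 13 of 19 cases, Oasl2 and Ifit1 first (adjusted p = 3.4e-15), and macrophage markers in 16 of 24, Ly86 first (adjusted p = 1.1e-17). The falls were led by the endothelial gene Esm1 with -1.58, then Slco2a1, Cxcl5 and Orc1. Replication genes fell in 5 of 33 cases, Ccne2 furthest (median -0.42, adjusted p = 3.4e-18).

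Time classes were formed to separate genes of resting, early and amplifying cells. In young VCAM cells 1371 genes were QSC-high, 499 were ASC36-high and 495 were ASC60/84-high. In young YFP cells, which share no arrays with these, the classes held 1012, 270 and 841 genes. Both sorts had 744 QSC-high genes in common, against 69.6 from the product of class sizes over all genes, 170 ASC36-high genes against 6.76, and 360 ASC60/84-high genes against 20.9. QSC-high genes with the widest margin were Chrdl2, Ptprz1, Clmn, Calcr and Edn3, ASC36-high genes Angptl7, Mmp3, Ccl6, Serpina3n and Ppbp, and ASC60/84-high genes Dynap, Ttn, Atp1b1, Eno3 and Rps6ka6, all in the same class in YFP cells. Immediate early genes were QSC-high in 21 of 27 cases, satellite cell markers in 12 of 21, Notch genes in 10 of 18 and pericyte markers in 8 of 13. Chemokine genes were ASC36-high in 16 of 27 cases and macrophage markers in 12 of 24. Tenocyte markers were so in 6 of 7 cases, fibroblast markers in 7 of 14 and matrix genes in 11 of 28. The QSC-high and ASC36-high classes thus also hold markers of other cell types. Mitosis genes were ASC60/84-high in 22 of 31 cases.

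The same time points in YFP-sorted cells asked whether cells labelled through Pax7 respond alike. At 36 h 2021 genes rose and 1225 fell, at 60 h 3433 and 2556, and at 84 h 3389 and 2242, majorities that turned without a fold threshold. Clec4e was the largest rise at 36 h, from 5.02 ± 0.39 to 11.22 ± 0.05 (SD, n = 3), followed by Lilr4b and Ccl3. All 24 macrophage markers rose at 36 h (adjusted p = 1.8e-24), although these cells were sorted by a Pax7-driven label. Pax7 fell from 10.98 ± 0.10 to 10.03 ± 0.03 (SD, n = 3), and Calcr by 2.21. The largest falls at 36 h were Neu2 with -2.86 and the glutamate receptor gene Gria1 with -2.62. Mitosis genes rose in all 31 cases and replication genes in 32 of 33. Endothelial markers rose in 12 of 14 cases at 36 h, Cldn5 and Cdh5 first (adjusted p = 5.1e-07). At 60 h Bub1 rose by 5.68 and Chodl fell by 4.84. At 84 h Myh3 rose by 5.48 and all 20 embryonic contractile genes rose (adjusted p = 2.8e-15). The largest fall at 84 h was in Xist, the RNA of the inactive X chromosome, with a log2 change of -6.27, while the Y-linked gene Kdm5d rose by 1.32, so that the sex-linked genes differed between the QSC and 84 h groups.

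VCAM and YFP groups were compared at each time to see how far both ways of isolation give the same profile. Sort, genotype and tamoxifen differed together. The means of both sorts correlated across genes at 0.9912 in QSCs, 0.988 at 36 h, 0.9959 at 60 h and 0.9952 at 84 h. In QSCs 346 genes were higher and 362 lower in VCAM cells, at 36 h 554 and 496, at 60 h 111 and 151, and at 84 h 89 and 242. The direction of this balance depended on the scaling, the fold threshold, array weights and single arrays in QSCs, on 1 array at 36 h, and on the fold threshold at 60 h, where a fold of 2 gave 41 and 28. Xist (probe set 10606178, Entrez 213742) was the largest difference in QSCs, with 5.34 ± 0.01 in VCAM cells and 11.39 ± 0.12 in YFP cells (SD, n = 3). The log2 difference was -5.90 at 36 h, -5.38 at 60 h and -0.06 at 84 h, the last not called (adjusted p = 0.59). Xist lay under 6 in young VCAM cells at every time and in YFP cells at 84 h. The sizes of these differences, and of its fall at 84 h in YFP cells, rest on values near the low end of the arrays. Eif2s3y, Kdm5d and Uty, which are Y-linked, differed by a mean of -0.83 in QSCs, -1.70 at 36 h, -1.21 at 60 h and 0.32 at 84 h in YFP against VCAM cells. Differences of sort at QSC, 36 and 60 h therefore go with a difference in sex-linked genes. Of 748 genes on X and Y, 5.88% were called in QSCs against 3.46% of other genes, 6.55% against 5.22% at 36 h and 1.74% against 1.3% at 60 h. At 84 h, where Xist did not differ, it was 2.14% against 1.64%. The sex-linked list had a median of 1.63 and a mean of -0.20 at 36 h, of opposite sign, because Xist was low and the Y-linked genes high, and of 1.18 and -0.44 at 60 h.

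**Figure D3:**
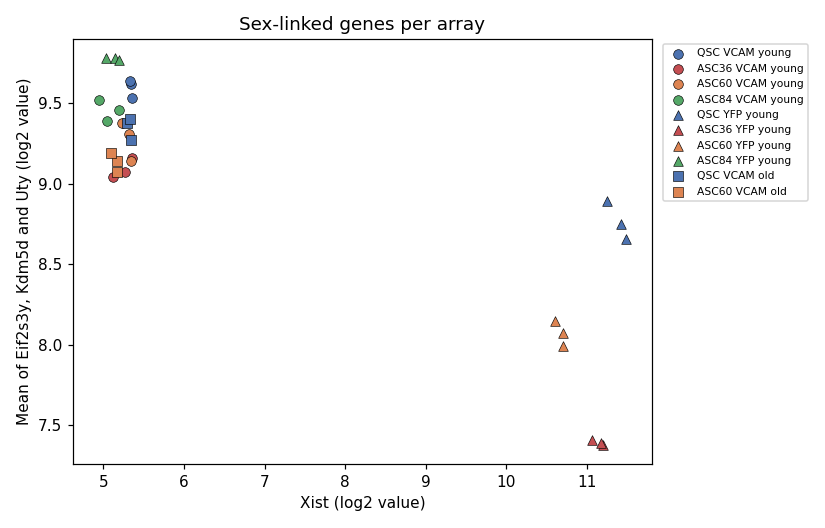
Each point is an array, with the log2 value of Xist on the horizontal axis and the mean log2 value of Eif2s3y, Kdm5d and Uty on the vertical axis, by group. YFP arrays at QSC, 36 and 60 h have Xist at means of 11.39, 11.15 and 10.68, and those at 84 h at 5.12.

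Besides Xist, Akr1c14, P2ry14 and Neu2 were lower in VCAM QSCs, P2ry14 with a log2 difference of -3.69. Pdgfrb, a receptor of mural cells, was higher, at 10.68 ± 0.06 against 8.70 ± 0.10 (SD, n = 3). Pericyte markers were higher in 7 of 13 cases in VCAM QSCs, Pdgfrb, Abcc9, Kcnj8 and Rgs5 by most (adjusted p = 1.9e-13). Tenocyte markers were higher in 4 of 7 cases in QSCs, Kera first (adjusted p = 7.7e-07), and in 6 at 36 h and 5 at both 60 and 84 h. Matrix genes were higher in 12 of 28 cases in QSCs, Postn and Col1a2 first (adjusted p = 1.2e-12). Notch genes were higher in 4 of 18 cases in QSCs, Heyl first (adjusted p = 1.3e-05), and lower in 9 at 36 h (adjusted p = 1.6e-08). At 36 h Pax7 had a log2 difference of -1.07, and 10 of 21 satellite cell markers were lower (adjusted p = 1.2e-09). All 14 endothelial markers were lower in VCAM cells at 36 h, Emcn and Kdr furthest (adjusted p = 7.7e-20), in cells sorted against CD31. Macrophage markers were lower in VCAM cells in 13 of 24 cases at 60 h, Lyz2 and Ctss first (adjusted p = 1.4e-26), and in 18 at 84 h (adjusted p = 6.2e-28). Interferon genes were lower in 14 of 19 cases at 84 h, Ifit1 and Rtp4 first (adjusted p = 5.3e-24).

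Old and young QSCs were compared to ask what ages in resting cells. Of all genes 606 were higher and 938 lower in old VCAM cells, and 152 and 129 with a fold of 2. Tac1, a neuropeptide gene, rose from 4.62 ± 0.09 to 7.65 ± 0.21 (SD, n = 3), with an adjusted p of 5e-16. The interferon-inducible gene Ifi207 rose by 2.53 and the chemokine gene Ccl11 from 9.57 ± 0.08 to 11.90 ± 0.03 (SD, n = 3). The complement gene C7 rose by 2.28. The largest falls were the calcium store gene Casq2 with -2.01, the imprinted gene Mest with -1.92 and Lix1 with -1.79. Of 27 chemokine and inflammatory genes 14 rose and 0 fell, Ccl11, Il33, Ccl3 and Ptgs2 first (adjusted p = 3.1e-14). Interferon response genes rose in 7 of 19 cases, Ifit1 first (adjusted p = 2.4e-05), and fibroblast markers in 6 of 14, Smoc2 and Lum first (adjusted p = 0.00025). Tenocyte markers rose in 5 of 7 cases, Thbs4 and Fmod first (adjusted p = 2.4e-06). Pericyte markers fell in 7 of 13 cases, Kcnj8 and Abcc9 first (adjusted p = 1e-07), all in cells sorted against CD31, CD45 and Sca1. The macrophage list had a median of 0.19, with Cd68 alone called (adjusted p = 0.0071, adjusted p = 0.094 with an estimated correlation).

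Among genes of the quiescent state, Notch genes fell in 6 of 18 cases in old QSCs, Heyl, Dtx4, Hes1 and Dll1 by most (adjusted p = 0.0039, adjusted p = 0.13 with an estimated correlation). Satellite cell markers fell in 5 of 21 cases, Itga7 and Calcr first (adjusted p = 8.9e-05, adjusted p = 0.13 with an estimated correlation). Pax7 at -0.56 and Hfe at -0.48 were not called. Kdm6b rose from 11.64 ± 0.06 to 12.30 ± 0.01 (SD, n = 3), and Ezh2, at -0.04, was not called (adjusted p = 0.5). Mitosis genes fell in 11 of 31 cases, Top2a and Ect2 first (adjusted p = 4.3e-06), and the replication genes had a median of -0.02 (adjusted p = 0.56). Oxidative phosphorylation genes fell in 9 of 80 cases, Ndufc2 first (adjusted p = 4.6e-13), and ribosome biogenesis genes rose in 3 of 28, Nolc1, Rrp9 and Fbl (adjusted p = 1.5e-11).

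The study asks whether histone genes fall with age. Of 27 replication-dependent histone genes measured by probe sets of a single gene, 6 fell and 0 rose in old QSCs, with a median of -0.25 (adjusted p = 0.00021, adjusted p = 0.029 with an estimated correlation). H4c4 fell from 10.57 ± 0.05 to 9.24 ± 0.15 (SD, n = 3) with an adjusted p of 1.4e-15, and H1f5 from 8.30 ± 0.04 to 7.07 ± 0.13 with an adjusted p of 1.4e-11. H4c6 and H2bc8 were also called. The number lower by more than 40% was 3. A further 26 histone probe sets that list several genes, examined after the data were seen, fell in 20 cases, with 13 lower by more than 40% and a median of -0.74. Over both kinds 26 of 53 fell, and 16 were lower by more than 40%. The medians of both kinds in old against young 60 h ASCs were -0.06 and -0.04.

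**Figure D4:**
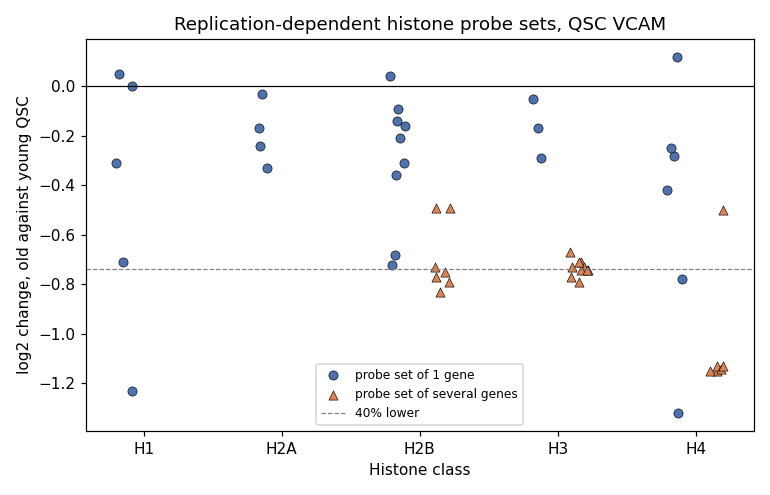
Each point is a histone probe set in old against young VCAM QSCs, with histone class on the horizontal axis, the log2 change on the vertical axis and a dashed line at 40% lower. Probe sets of a single gene have a median of -0.25 and those listing several genes a median of -0.74. The 3 that mix classes are not drawn.

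The change with age in QSCs depended on the young group it was set against. Across genes the mean of old VCAM QSCs correlated at 0.9866 with young VCAM QSCs and at 0.9907 with young YFP QSCs. The labels give no batch, so a peculiarity of the young VCAM QSC group and a change with age cannot be told apart in the genes called against that group alone, and the comparisons of injured with resting VCAM cells share the same group. Young YFP QSCs were also put in place of young VCAM QSCs, an alternative chosen after the data were seen. Sort, genotype, tamoxifen and sex-linked genes differ there as well. Against YFP cells 373 genes were higher and 354 lower, so the majority turned. Of the 1544 genes, 418 (27.1%) were called in both comparisons in the same direction and 23 in opposite directions. The sign was kept in 1402 of them. Both comparisons use the same old arrays, which favours agreement between them. The agreement expected from that alone was not estimated. Tac1, Ifi207, Ccl11, C7, H4c4, H1f5 and H4c6 were called in the same direction in both comparisons. Pax7, at 0.13 against YFP cells, changed sign and was called in neither comparison. Casq2, at -0.19, and H2bc8, at -0.14, were not called against YFP cells. Mest at -0.52, Heyl at -0.49, Calcr at -0.37 and Kdm6b at 0.47 kept their direction there but lay under the fold threshold, and P2ry14, Ahr, Abcc9 and Kcnj8 changed sign. Histone genes of single-gene probe sets again fell in 6 of 27 cases, 4 of them in both comparisons. The chemokine, interferon, tenocyte and fibroblast lists rose against YFP cells as well, with medians of 0.61, 0.63, 2.06 and 0.59. The pericyte list turned to a median of 0.24, and the Notch list to 0.03 (adjusted p = 0.82).

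Old and young cells were also compared at 60 h after injury to ask how age changes the response. Here 947 genes were higher and 131 lower in old cells, and 817 and 209 with arrays centred on their medians. Without a fold threshold the split was close to even, with 2837 higher and 2731 lower. Mmp3 was the largest rise, from 6.48 ± 0.30 to 10.71 ± 0.05 (SD, n = 3), with an adjusted p of 2.2e-18. Clec4e rose from 7.63 ± 0.11 to 10.57 ± 0.10, and Ctss reached 11.20 ± 0.03 and Lyz2 11.70 ± 0.02 (SD, n = 3). Clec4e was followed by the chemokine receptor gene Ccr1 and by Il1b and Ccl6. Macrophage markers rose in 23 of 24 cases, Clec4e and Mrc1 first (adjusted p = 3.1e-38), endothelial markers in 9 of 14, Cdh5 and Pecam1 first (adjusted p = 3.7e-15), and fibroblast markers in 9 of 14, Dpt first (adjusted p = 2.3e-14), in cells sorted against CD31, CD45 and Sca1. Chemokine genes rose in 23 of 27 cases (adjusted p = 6.9e-37), immediate early genes in 13 of 27, Ier3 first (adjusted p = 1.7e-23), and matrix genes in 15 of 28, Lox first (adjusted p = 1.2e-22). Some markers of quiescence were higher in old cells. Calcr stood at 7.89 ± 0.07 against 6.89 ± 0.21 (SD, n = 3), and Gpx3, Chodl and Cd34 were among 6 of 21 satellite cell markers that rose (adjusted p = 6.1e-07). Some contractile genes were lower. Dynap fell by 1.91 and Ttn by 1.36, and 5 of 20 embryonic contractile genes fell (adjusted p = 1.1e-07). Myog fell by 0.70. Mitosis genes fell in 5 of 31 cases, Cenpf and Aurka first (adjusted p = 2.4e-12), and replication genes had a median of -0.08 (adjusted p = 0.099). The mean of old 60 h cells correlated across genes at 0.9904 with young VCAM cells of 36 h and at 0.9882 with those of 60 h. With young YFP cells the order was the opposite, 0.9859 at 36 h and 0.9875 at 60 h. Against young YFP cells 756 of the 1078 genes (70.1%) were called in the same direction, in a comparison that uses the same old arrays.

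Within old mice, 60 h cells were compared with QSCs, with 3556 genes higher and 2334 lower, and 5964 and 7835 without a fold threshold. H1f5 and Bub1 rose most, each by 5.41, and Chrdl2 fell by 3.91. Calcr fell by 3.30, and Pax7 fell as well. All 31 mitosis genes, all 33 replication genes and all 24 macrophage markers rose. The difference between the response of old and young cells was called in 1788 genes, 1358 with a higher and 430 with a lower change in old cells. This split was 1016 and 742 with arrays centred on their medians, and 1280 and 540 with quantile normalization. Ccr1, Clec4e and Clec4n had the largest positive differences, Clec4e of 2.69. Calcr had a difference of 1.83, Cd34 of 1.52 and Heyl of 1.42, and satellite cell markers were higher in 11 of 21 cases (adjusted p = 2.1e-13). Macrophage markers had a higher change in 22 of 24 cases (adjusted p = 1.7e-23) and pericyte markers in 11 of 13, Rgs5 first (adjusted p = 5.7e-14). The largest negative differences were Tac1 with -2.13 and Igkv4-91 with -2.10, followed by Dynap. H4c4, at 1.29, and H1f5, at 0.93, were among 6 of 27 histone genes with a higher change (adjusted p = 0.005, adjusted p = 0.091 with an estimated correlation). With young YFP arrays, and the same old arrays, 1621 of the 1788 genes kept their sign and 11 were called in the opposite direction. In the same direction 687 (38.4%) were called. Calcr at 1.22, Cd34 at 1.23, Clec4e at 1.84 and H4c4 at 1.44 were among them. Heyl at 0.30, Rgs5 at 0.21 and H1f5 at 0.51 were not called, and the pericyte markers were higher in 3 of 13 cases (adjusted p = 0.0082, adjusted p = 0.088 with an estimated correlation).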

Values the study reported

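In its text the study counts 71 transcription factors with high expression in QSCs and places 59 of them in an interaction network. It reports that 13 histone genes on the array fell by over 40% in QSCs of old mice, made up of 2 H1, 2 H2B, 5 H3 and 4 H4 genes.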

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

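The test on the share of satellite cells and the test on slower progression, both in old 60 h cells, and both tests on sex-linked genes were chosen after the result was seen. The response to injury differed between old and young VCAM cells in 1788 genes. It differed between VCAM and YFP cells in 1812 genes at 36 h, 995 at 60 h and 1307 at 84 h. All were noticed because the effects of injury in 2 groups differed by a test of the difference itself. Of 100 splits by age within QSCs and within 60 h cells, 2 gave as many called genes as the real one, the real one included, which is a share under 0.05. The model here is fitted to the 4 groups compared alone, which gives 1786 for the real one, and the highest other gave 1874. Mixing near-identical arrays of a group widens the spread within it, so these splits do not address chance between animals. Of the other splits 15 keep the age groups of 1 condition whole, among them the highest, and the 84 that mix both gave 0. This sorting of the splits was made after their values were seen.

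Old 60 h VCAM samples lay between young 36 h and young 60 h VCAM samples in several lists of genes, with correlations across genes of 0.9904 and 0.9882, and with YFP samples of 0.9859 and 0.9875. A lower share of satellite cells stays open. The median change of the 24 macrophage markers exceeded that of 48 stromal markers by 0.81, with medians of 1.62 and 0.81. Their quartiles were 1.44 and 1.91, and 0.36 and 1.06. These values show only that the marker sets did not rise alike. They cannot decide on the share of satellite cells, since a lower share need not raise all other types equally. Cells of the macrophage type, which the CD45 gate would remove, stay open as a source, with Lyz2 at 11.70 and Ctss at 11.20 in old 60 h samples. A slower progression of old cells stays open: 6 of 7 lists of processes within cells lay in the direction of 36 h against 60 h YFP cells, but this restates the pattern and decides nothing. Of these lists 5 had a called difference, a requirement added after the count of 6 was seen, and replication genes (-0.08) did not. The remaining list, ribosome biogenesis genes, had a change of 0 in old 60 h cells (camera adjusted p = 0.83). Its change in 36 h against 60 h YFP cells was -0.41. Across 19938 genes, old minus young VCAM cells at 60 h correlated at 0.724 with 36 h minus 60 h YFP cells. Without the lists of other cell types and chemokines the correlation was 0.715. Genes are not independent, and this correlation also restates the pattern. The paper reports that QSCs of old mice took longer to become active and enter the cell cycle again. Damage that clears more slowly in old muscle was not tested.

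Xist and Y-linked genes stood together in YFP arrays at QSC, 36 and 60 h. If each array held RNA of 1 animal, the Y-linked genes would lie at a common level below VCAM arrays, but that shift ranged over 0.87 between groups, which argues against it. A shared pool of animals of both sexes for the 3 arrays of a group stays open and cannot be told apart from separate pools of equal make-up, since the highest range of these genes within a group was 0.23 and the smallest gap between groups 0.38. Cross-hybridisation of the probes to X-linked relatives was not tested, and neither was an effect of the sex of the animals on the sort comparisons.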

How the results depend on the processing

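The fits without YFP arrays, without X and Y genes, without genes of other cell types, with histone probe sets of several genes and with young YFP arrays were chosen after the data were seen. Because the fold threshold sets nearly every call, settings that change only the variance could hardly move the counts and show nothing about stability. Trend and robust variance settings gave 330 calls for VCAM against YFP cells at 84 h, against 331 in the main fit. The replicate block, whose numbers do not pair arrays, gave 1544 calls in old QSCs and 1078 in old 60 h cells. Leaving out each array in turn moved no count of called genes by over 1.5 times, but turned the majority for VCAM against YFP QSCs without VCAM replicate 1 (382 and 328) or YFP replicate 3 (405 and 327), and at 36 h without VCAM replicate 3 (530 and 535). With a fold of 2, in the order of comparisons of the report (36, 60 and 84 h against QSCs, 60 against 36 h and 84 against 60 h in VCAM cells, 36, 60 and 84 h in YFP cells, VCAM against YFP in QSCs and at 36, 60 and 84 h, old QSCs, old 60 h, old 60 h against QSCs, and the difference of responses), the calls were 2113, 3217, 2870, 1078, 213, 1220, 3254, 2996, 128, 294, 69, 65, 281, 407, 3098 and 492. Without a fold threshold they were 11159, 11910, 12118, 9413, 5588, 9765, 12299, 12797, 5986, 7426, 2516, 4119, 7571, 5568, 13799 and 6249. A test against a fold of 1.2 gave 4544 for 60 against 36 h, 1235 for 84 against 60 h, 1293 and 1751 for VCAM against YFP in QSCs and at 36 h, and 2763 for old QSCs. These follow from the thresholds. With median centring the split of higher and lower genes was 1992 and 1384 for 60 against 36 h, where the majority changed direction, 504 and 277 for 84 against 60 h, 1673 and 1585 for YFP 36 h, 268 and 495 for VCAM against YFP QSCs, 817 and 209 for old 60 h, and 1016 and 742 for the difference of responses. Quantile normalization gave 435 and 337 for VCAM against YFP QSCs, the opposite majority, and array weights 379 and 337. The majority also turned for 60 against 36 h against a fold of 1.2 (2375 and 2169), for old QSCs with a fold of 2 (152 and 129) and against young YFP QSCs (373 and 354), and for VCAM against YFP cells at 60 h with a fold of 2 (41 and 28). Without a fold threshold it turned for VCAM 60 h (5864 and 6046), 60 against 36 h (5348 and 4065), YFP 36, 60 and 84 h (4781 and 4984, 6091 and 6208, 5999 and 6798), VCAM against YFP QSCs (3034 and 2952) and old 60 h against QSCs (5964 and 7835). The cause was not tested. Of 544 tests of lists 292 were called, 84 of them not with an estimated correlation, and 441 with fry. Under fry the sex-linked list reversed for VCAM against YFP cells at 36 h (median 1.63) and 60 h (median 1.18), since Xist outweighs the Y-linked genes. On genes with a mean of at least 6 the correlations of the sorts were 0.9834, 0.9766, 0.9926 and 0.9912. Histone members lower by more than 40% in old QSCs were 3 with single-gene probe sets, and 5 against young YFP cells, where 727 genes were called. With probe sets of several genes added they were 16, of 26 called, and 12 against young YFP cells.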

Other observations

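The tests on shared histone probe sets and on cycling cells were chosen after the result was seen, and the other tests here before it, although a small RNA of the kind tested had been seen among the top genes. Histone genes of single-gene probe sets lower by more than 40% in old QSCs numbered 3. That is lower than the value quoted from the study above. With probe sets of several genes added the number was 16, which counts probe sets and not genes. The count of the study cannot be compared gene by gene with either. The signal of a probe set of several genes cannot be given to a single gene.

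Histone genes fell in old QSCs. Probe sets that list several histone genes are argued against as the whole cause, since single-gene probe sets fell with an adjusted p of 0.029 with an estimated correlation. A probe set counts as single-gene here by its annotation alone. The paper states that the coding regions of histone copies are highly alike. Signal of related histone genes in single-gene probe sets was not tested. Lower recovery of all RNA without a poly(A) tail is argued against, since 62 small RNAs of this kind had a median change of 0.19, with 2 that fell and 7 that rose. Whether histone RNA is recovered in the same way as these small RNAs was not tested, so lower recovery of histone RNA alone stays open. Fewer cycling cells cannot be told apart, since replication genes had a median of -0.02 while 11 of 31 mitosis genes fell. A fall of histone transcription with age stays open as a biological candidate explanation and was not tested.

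For 15 comparisons of 3 against 3 arrays, 10 splits exist, so a share under 0.05 is not possible. In each, 1 of the 10 splits gave as many calls, the real one, and the highest other gave 0, with real values, from models fitted to the compared groups alone, of 4578, 5831, 5494, 2941, 787, 3246, 5989, 5631, 708, 1050, 260, 330, 1543, 1078 and 5890. The histone median in old QSCs had a real size of 0.25 and a highest other of 0.12, again with 1 of 10. Of 100 splits of the 12 arrays by time, as many genes as in the real classes came in 1 for VCAM QSC-high (highest other 394), 2 for ASC36-high (1527) and 1 for ASC60/84-high (0), and in YFP cells in 1 (0), 2 (282) and 1 (13), each a share under 0.05. Splits that part near-identical arrays widen the spread within groups, so these shares do not address chance between animals. The split with 1527 genes, against 499 in the real ASC36-high class, put the 3 QSC arrays together under the label of 36 h.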
